A study of Mus musculus with 13 samples. Its data were reported in "Acquisition of suppressive function by conventional T cells limits anti-tumor immunity upon Treg depletion" (2023).

How the data were processed

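RNA sequencing was analysed from T cells purified by flow cytometry from B16-F10 tumors, a mouse melanoma line grown under the skin of Foxp3-EGFP-DTR mice. In these animals the Foxp3 gene drives a green fluorescent protein and the human diphtheria toxin receptor, so that diphtheria toxin (DTx) kills regulatory T (Treg) cells, and saline (PBS) leaves them in place. The 13 libraries formed 5 groups by the cell type and treatment given in the labels. They were Treg cells from PBS-treated mice (Treg PBS, n = 3), CD4 conventional T (Tconv) cells from PBS-treated mice (CD4 PBS, n = 2), CD8 T cells from PBS-treated mice (CD8 PBS, n = 2), CD4 Tconv cells from DTx-treated mice (CD4 DTx, n = 3) and CD8 T cells from DTx-treated mice (CD8 DTx, n = 3). Replicate numbers came from the sample titles, and the PBS-treated Tconv groups used here carried numbers 2 and 3.

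According to the labels and the study's methods, the authors extracted RNA from sorted cells, prepared low-input SMART-type libraries and sequenced them on an Illumina HiSeq. Adaptors were trimmed with Cutadapt, reads were aligned with hisat2 to the NCBIM37 (mm9) mouse genome, and uniquely mapped reads were assigned to genes and normalized to library size, with a step that the methods call intergenic read normalization. The strand setting, the read counter and the gene filter are not stated, so values of overlapping or antisense genes are uncertain, as are those of near-identical gene copies, whose shared reads drop out when only unique alignments are counted. The authors deposited 1 table of gene symbols with a normalized signal per library, named FPM, a fragment count scaled to a fixed library size. The columns summed to between 2.18e+07 and 2.75e+07, so the values were not on that scale. Within each library 100% of the values were whole multiples of 1 step, to within 0.01 of a read, which is what read counts divided by a single size factor give. A single read was worth between 0.661 and 1.37 units. These values are called normalized reads below, and the whole reads recovered from them are called recovered reads. The implied size factors were between 0.904 and 0.929 times median-of-ratios factors computed from the same reads. The design had been fixed for FPM, and its pseudocount of 1 and minimum of 10 were kept as written, although on this scale they come to about 1 and 10 reads. All columns of the table were matched to samples by title.

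The table listed 12963 genes, of which 53 were 0 in all libraries. Symbols of 21 rows had been turned into dates by a spreadsheet program. These rows stayed in the counts of genes but were not named. Recovered reads came to between 15947556 and 34140486 per library, and 3 recovered reads, taken as the detection floor, corresponded to between 1.98 and 4.10 normalized reads. The labels mention no molecular identifiers, so amplified copies of a molecule cannot be told from separate molecules, and floors and confidence intervals cover counting error only. Pairs of libraries of the same group differed far beyond sampling noise (chi-square per degree of freedom between 43.5 and 244), and all were treated as separate samples.

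Genes with at least 10 normalized reads in at least 2 of the 13 libraries were tested (12667 genes). Linear models were fitted to log2(value + 1) with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a mean trend) in R 4.3.3, over all 13 libraries with 1 mean per group and no covariates, so that groups of 2 shared an estimate of the spread with the others. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 with an absolute log2 fold change above 2, the 4-fold threshold of the study. The study's methods used DESeq2, which needs counts. Log2 fold changes are on the log2(value + 1) scale, which understates changes of low genes. Where all libraries of a group were at or under the floor, the fold was computed against the floor as a lower bound. Standard errors are those of the model, and ± gives the standard deviation over libraries. The edgeR 4.0.16 quasi-likelihood test and the DESeq2 1.42.0 Wald test were run on the recovered reads as alternatives.

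The families of results computed were the genes called in each contrast, the shares of Treg-high and Treg-low genes that changed the same way after DTx (with 95% Wilson intervals, which treat genes as independent), the Pearson correlation across genes of the DTx effect with the Treg difference, the similarity of each DTx library to Treg PBS and to PBS Tconv libraries, the interaction of DTx with cell type, and named genes. Similarity was tested with a two-sided exact permutation of the 5 reference libraries (10 labellings, smallest possible p 0.1). Shares were set beside 10000 random gene lists of the same size matched on mean expression. Ward clustering used 1 minus Pearson r. Named genes were chosen by a rule fixed in advance. It took Cd4, Cd8a, Cd8b1 and Foxp3 as a check of the labels, 40 genes that the study names, and in each contrast the 3 called genes with the highest and the 3 with the lowest log2 fold change among those with a mean of at least 50 in the higher group and no overlap between the groups compared. For the interaction, the groups were those of the cell type with the larger change. The values of 1 gene of the list are not reported here. Ighm was added after its values were seen, and B cell markers because of it.

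The functions were first tested on simulated data. Read counts were drawn from the real means, library factors and dispersions. Of the simulated genes 12551 passed the filter and were tested, among them 199 changed by 8-fold in CD4 DTx alone. For CD4 DTx against CD4 PBS limma called 69.3% of the changed genes and 7 others, edgeR 69.3% and 4 others, and DESeq2 78.4% and 29 others. No gene was called in the wrong direction.

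Replicate numbers in the titles were shared between groups, so a fit with the replicate number as a block was run beside the fit without it. Pairing was checked by the correlation of deviations from the group mean between same-numbered libraries of the groups compared. DTx-treated and PBS-treated mice are different animals, and the study gives its replicates as isolated on different days. Transcripts of Xist and of Y-linked genes showed replicates 1 and 2 of every group present to be female and replicate 3 male, so sex was balanced in the contrasts of 3 against 3 and partly balanced in the others.

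These alternatives were chosen before the data were examined: pseudocounts of 0.1 and 10, no filter, a minimum of 50, rescaling to FPM proper, quantile normalization, recovered reads thinned to the smallest library, the replicate block, edgeR and DESeq2, a fit of only the groups compared, no fold change threshold, a 1/3 rule for shares (Treg-high genes whose mean after DTx is above 1/3 of the Treg mean, Treg-low genes whose mean is below 1/3 of the CD4 PBS mean), a split baseline (a different CD4 PBS library for the Treg difference and for the DTx effect, both ways averaged), removal of genes that follow Mki67 (r of at least 0.8), Spearman's rho, and each replicate left out in turn. Others were chosen after seeing the data: removal of GC content and transcript length trends, alone and with the block, sex as a covariate, subtraction of CD8 cells from CD4 DTx, rescaling to equal sums on the deposited scale, a 4-fold rule without a test, and for the CD4 correlation the split baseline together with the removal of genes that follow Mki67 or of GC content and length trends. GC content and length came from another annotation, GENCODE for GRCm38, matched by symbol, and covered 99.6% of the tested genes and 99.7% of the Treg-high genes. No coordinates are given, since an annotation of the authors' build was not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.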

Results

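Transcript levels were measured by RNA sequencing in T cells sorted from B16-F10 melanomas of Foxp3-EGFP-DTR mice, in which DTx ablates Treg cells. The groups compared were Treg PBS (n = 3), CD4 PBS (n = 2), CD8 PBS (n = 2), CD4 DTx (n = 3) and CD8 DTx (n = 3). The Treg PBS libraries held 29242251, 21704752 and 20311923 recovered reads for replicates 1, 2 and 3. The CD4 PBS libraries held 15947556 and 34140486, and the CD8 PBS libraries 17959205 and 16920875, for replicates 2 and 3. For replicates 1, 2 and 3 the CD4 DTx libraries held 27174207, 23862355 and 17911242 and the CD8 DTx libraries 27888289, 28548352 and 17475086. Between 11279 and 12171 genes were above 0 per library. The 20 highest genes took between 6.61% and 10.3% of the reads.

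Lineage transcripts were examined first as a check of the sample labels. Foxp3 was at 1643 ± 404 normalized reads in Treg PBS (SD, n = 3), 0 in both CD4 PBS libraries, and between 0 and 12.1 in the other libraries. Cd4 ranged from 10595 to 32503.5 normalized reads in the Treg and CD4 libraries, and from 0 to 413 in the CD8 libraries. Cd8a ranged from 23475 to 48330 normalized reads in the CD8 libraries. In the CD4 DTx libraries Cd8a was at 103, 711 and 1302 normalized reads in replicates 1, 2 and 3, against 31.4 and 26.4 in CD4 PBS. Relative to the CD8 DTx mean, Cd8a in CD4 DTx came to 0.256%, 1.77% and 3.24%. Cd8b1 ranged from 267 to 2360 normalized reads in CD4 DTx and from 37680 to 81586 in the CD8 libraries. Melanocyte and erythroid transcripts were also found. Tyrp1 was at 328 to 652 normalized reads in Treg PBS, 108 and 112 in CD4 PBS, and 0 to 18.4 in CD4 DTx. Dct was also higher in every Treg PBS library than in CD4 PBS, but Pmel and Tyr overlapped. Hba-a1 was at 351 and 2886 in CD4 PBS and at 0, 452 and 0 in CD4 DTx. A contribution of such RNA to the contrasts was not tested.

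To define genes associated with intratumoral Treg cells, Treg PBS was compared with CD4 PBS. Of 12667 genes tested, 1292 were called, 994 higher and 298 lower in Treg cells. The setting that moved this count most was the absence of a fold change threshold, under which 2581 genes passed the adjusted p-value alone. On recovered reads, edgeR called 996 genes and DESeq2 1371, of which 975 and 1177 were also called by limma. With the replicate number as a block 1307 genes were called, and the deviations of same-numbered libraries correlated at r = 0.10. Foxp3 was at least 401-fold higher in Treg cells (limma, adjusted p = 5.30e-05). Ttn, at 1597 normalized reads in Treg PBS and 0 in both CD4 PBS libraries, was at least 389.5-fold higher (limma, adjusted p = 1.67e-05). Kif18b was at least 255-fold higher (limma, adjusted p = 8.07e-05). Among lower genes, Pdlim4 had a log2 fold change of -8.70 (SE 1.61, limma, adjusted p = 0.00255), with 7.44 ± 7.08 normalized reads in Treg PBS against 2154 ± 74.4 in CD4 PBS. Lypd6b had a log2 fold change of -8.46 (SE 1.29, limma, adjusted p = 7.09e-04) and Hs3st3b1 one of -8.39 (SE 0.95, limma, adjusted p = 1.06e-04). For each of these 6 genes, all 3 Treg libraries lay on the same side of both CD4 PBS libraries.

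The effect of Treg cell ablation on CD4 Tconv cells was measured by comparing CD4 DTx with CD4 PBS. A total of 868 genes were called, 641 higher and 227 lower after DTx. With the replicate block 878 genes were called, and same-numbered libraries deviated in opposite directions (r = -0.26). Ccl1 rose from 0 in both PBS libraries to 1541 ± 173 normalized reads, at least 376-fold (limma, adjusted p = 8.67e-06). Fam20a, also at 0 in CD4 PBS, was at least 243-fold higher at 998 ± 149 normalized reads (limma, adjusted p = 2.32e-06). Ifitm1, a member of a family of similar genes, went from 39.9 ± 53.7 to 17253 ± 11099 normalized reads, a log2 fold change of 9.95 (SE 1.60, limma, adjusted p = 0.00160). Sox4 fell from 615 ± 321 normalized reads to 0 in all 3 DTx libraries, at least 156-fold lower (limma, adjusted p = 3.11e-04). H2-Ob had a log2 fold change of -9.35 (SE 1.09, limma, adjusted p = 2.16e-04) and Cnn3 one of -8.60 (SE 1.81, limma, adjusted p = 0.00783). All 3 DTx libraries lay on the same side of both PBS libraries for each of these 6 genes.

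In CD8 T cells the same treatment was assessed by comparing CD8 DTx with CD8 PBS. Here 692 genes were called, 490 higher and 202 lower after DTx. Only 201 genes were called when the fit held these groups alone. Muc20, at 0 in both PBS libraries, was at least 203-fold higher (limma, adjusted p = 3.49e-05). Nhsl2 was at least 123-fold higher (limma, adjusted p = 4.96e-04). Ifitm1 rose by a log2 fold change of 9.20 (SE 1.60, limma, adjusted p = 0.00410). Art4 was at least 146-fold lower (limma, adjusted p = 6.15e-04) and Ampd1 at least 110.3-fold lower (limma, adjusted p = 0.00537). Igfbp4 had a log2 fold change of -8.87 (SE 1.77, limma, adjusted p = 0.00789). For each of these 6 genes, all 3 DTx libraries lay on the same side of both PBS libraries.

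Whether Treg-associated genes were induced in Tconv cells was measured as the share of the 994 Treg-high genes called higher after DTx. In CD4 DTx 455 of them were called, or 45.8% (95% Wilson interval 42.7% to 48.9%). In CD8 DTx 339 were called, or 34.1% (31.2% to 37.1%). Of the other 11673 tested genes, 1.59% and 1.29% were called higher in CD4 DTx and CD8 DTx. Random lists matched on mean expression had a median of 6.54% for CD4 DTx, and none of 10000 lists reached the observed share. For CD8 DTx the median of the random lists was 5.03%, and 0 of 10000 reached the observed share. The Treg-high genes were chosen against the same CD4 PBS libraries that the CD4 DTx effect subtracts, and the random lists do not carry this selection, so for CD4 DTx they are not a test of it. With the replicate block the shares were 45.6% and 35.6%, the same-numbered libraries of the groups that define the Treg-high genes deviating together at r = 0.10 and those of CD4 DTx and CD4 PBS at r = -0.26. The alternative that moved the CD4 share most was DESeq2 on recovered reads, at 55.6%. The CD8 share moved most under a 1/3 rule, which counts a gene when its mean after DTx exceeds 1/3 of its Treg mean. This rule gave 55.3% in CD4 DTx and 65.8% in CD8 DTx, so that the order of the cell types was exchanged. It measures a level after DTx, and the Treg-high genes were chosen as low against CD4 PBS alone. Itgae, for example, met it in CD8 DTx at 3376 ± 2156 normalized reads, against 9762 ± 2458 in Treg PBS, but was at 7745 ± 1090 in CD8 PBS. The CD8 share under this rule is thus not a share of genes raised. A total of 265 Treg-high genes were called higher in both cell types, 190 in CD4 DTx but not CD8 DTx, 74 in CD8 DTx but not CD4 DTx, and 465 in neither. Of the genes called in a single cell type, 1 differed between the cell types in the interaction test at an adjusted p-value under 0.05. A positive log2 fold change after DTx was seen in 91.8% of the Treg-high genes in CD4 and 88.9% in CD8 cells.

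The reverse question concerned the 298 genes lower in Treg PBS than in CD4 PBS. In CD4 DTx 87 of them were called lower, or 29.2% (95% Wilson interval 24.3% to 34.6%), against 1.13% of the other tested genes. In CD8 DTx 70 were called lower, or 23.5% (19.03% to 28.6%), against 1.07% of the others. None of 10000 matched random lists reached these shares, with the same limit for CD4 DTx. With the replicate block the share in CD4 DTx was 30.9%, beside the same correlations of same-numbered libraries (r = 0.10 and r = -0.26). A negative log2 fold change was seen in 88.6% of these genes in CD4 and 88.3% in CD8 cells.

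Across the 12667 genes, the log2 fold change of CD4 DTx against CD4 PBS correlated with that of Treg PBS against CD4 PBS at r = 0.71 (R squared 0.50). The correlation for CD8 DTx against CD8 PBS was r = 0.64. Genes are not independent replicates, so no p-value is given. Single CD4 DTx libraries gave r between 0.55 and 0.71, and single CD8 DTx libraries between 0.42 and 0.62. Both axes of the CD4 comparison subtract the same CD4 PBS libraries, whereas the CD8 comparison shares no library between its axes. With a different CD4 PBS library on each axis the CD4 correlation was r = 0.51. Leaving out the genes that follow Mki67 as well moved it most, to r = 0.42. The replicate block gave r = 0.69 for CD4 and r = 0.61 for CD8, with same-numbered libraries deviating together at r = 0.10 for the Treg difference and r = -0.26 for the CD4 effect.

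**Figure D1:**
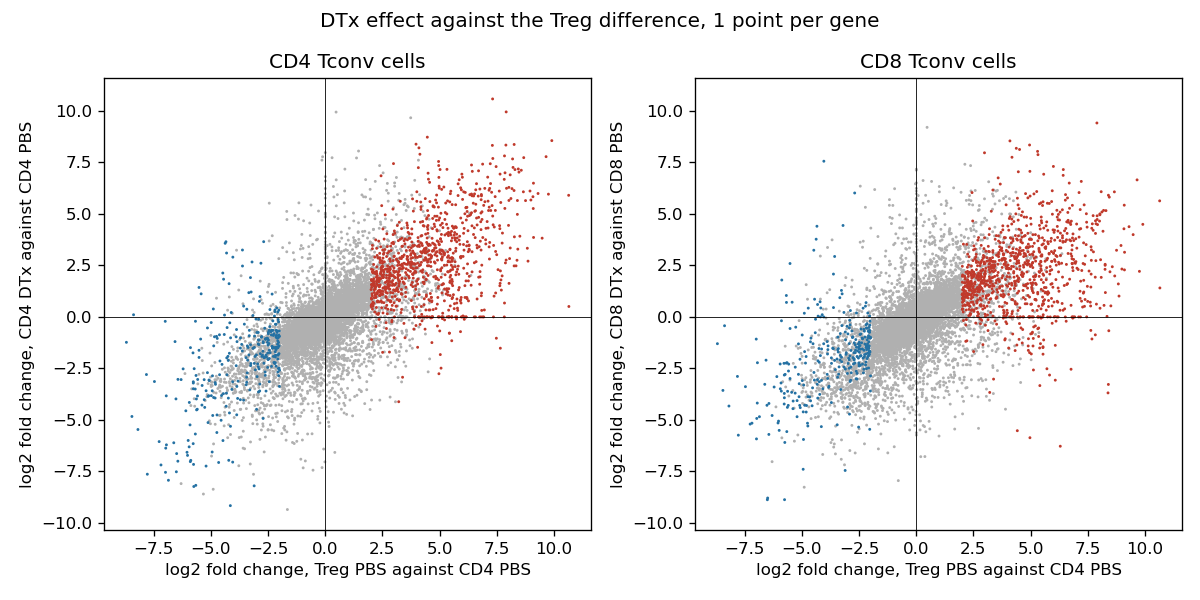
Log2 fold change after DTx (vertical axis) against the log2 fold change of Treg PBS over CD4 PBS (horizontal axis), 1 point per tested gene, for CD4 (left) and CD8 cells (right); red points are the 994 Treg-high and blue points the 298 Treg-low genes. Most points lie along the rising diagonal (r = 0.71 for CD4 and r = 0.64 for CD8), while a line of red points lies at a vertical value of 0.

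What still separated Tconv cells from Treg cells after ablation was measured by comparing the DTx groups with Treg PBS. For CD4 DTx 508 genes were called, 198 higher and 310 lower than in Treg PBS. Of the 994 Treg-high genes, 204 were among those lower in CD4 DTx, or 20.52%. For CD8 DTx 624 genes were called, 271 higher and 353 lower than in Treg PBS, and 193 of the lower ones were Treg-high. With the replicate block the counts were 648 for CD4 DTx, where same-numbered libraries deviated together at r = 0.17, and 692 for CD8 DTx, where they did so at r = 0.18. Foxp3 was at least 416-fold lower in CD4 DTx than in Treg PBS (limma, adjusted p = 1.65e-04). Lrrc32 had a log2 fold change of -9.17 (SE 1.29, limma, adjusted p = 0.00124) and Itgb8 one of -8.51 (SE 1.58, limma, adjusted p = 0.00630). Ifitm1 and Hs3st3b1 were higher in CD4 DTx, with log2 fold changes of 9.48 (SE 1.43) and 8.49 (SE 0.85), and S1pr5 was at least 72.8-fold higher (limma, adjusted p = 3.72e-04). In CD8 DTx, Klre1 was at least 479-fold higher than in Treg PBS (limma, adjusted p = 5.22e-06). Itgax and Gzma were higher there with log2 fold changes of 10.65 (SE 1.01) and 10.57 (SE 0.79). Pcsk1 was at least 138-fold lower in CD8 DTx (limma, adjusted p = 2.83e-04), and Cd4 and Itgb8 had log2 fold changes of -9.07 (SE 1.498) and -8.78 (SE 1.58). For each of these genes the 3 DTx libraries lay on 1 side of the 3 Treg libraries.

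The difference between the DTx effects in CD4 and in CD8 cells was tested directly as an interaction. A total of 6 genes were called, 3 with a higher and 3 with a lower log2 fold change in CD4 than in CD8 cells. At an unadjusted p-value under 0.05 there were 513 genes, fewer than the 633 that chance alone gives. With the replicate block 9 genes were called, and the CD4 DTx and CD8 DTx libraries of the same number deviated together at r = 0.39. Under DESeq2 on recovered reads the count was 73, and edgeR called 4. The genes were Scin, Ccl1, Fam20a, Myo10, Ly6c1 and Prf1, and between 1 and 14 genes were called when a replicate was left out. Prf1 went from 1415 ± 16.4 to 575 ± 231 normalized reads in CD4 cells and from 4576 ± 1538 to 15251 ± 2605 in CD8 cells (limma, adjusted p = 0.0447). Ly6c1 went from 4230 ± 27.3 to 674 ± 158 normalized reads in CD4 cells and from 44.2 ± 28.6 to 913 ± 594 in CD8 cells (limma, adjusted p = 0.0146). Reads shared by Ly6c1 and its near-identical copies make its level uncertain.

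Global profiles were compared by Pearson correlation of log2 values. CD4 DTx libraries correlated with Treg PBS libraries at a mean r of 0.861 and with CD4 PBS libraries at 0.837. The difference was 0.0471, 0.0420 and -0.0191 for replicates 1, 2 and 3, with a mean of 0.0233 ± 0.0368 (SD, n = 3). The mean was smaller than the SD between libraries. The two-sided exact permutation p was 0.1, the smallest that 10 labellings allow, so this test could not have passed 0.05. CD8 DTx libraries correlated with Treg PBS at 0.851 and with CD8 PBS at 0.847, with differences of 0.0353, 0.0333 and -0.0572 and a mean of 0.00381 ± 0.0528 (SD, n = 3, two-sided exact permutation p = 0.8). Leaving out replicate 3 of CD4 DTx moved the CD4 mean most, to 0.0447. Replicate 3 was the only male replicate of each DTx group, so sex and replicate cannot be told apart there. CD4 DTx and CD8 DTx libraries correlated with one another at 0.891. Ward clustering divided into 2 clusters placed all 6 DTx libraries with the 3 Treg libraries and apart from the 4 PBS Tconv libraries. Divided into 3 clusters, it separated Treg, PBS Tconv and DTx libraries.

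**Figure D2:**
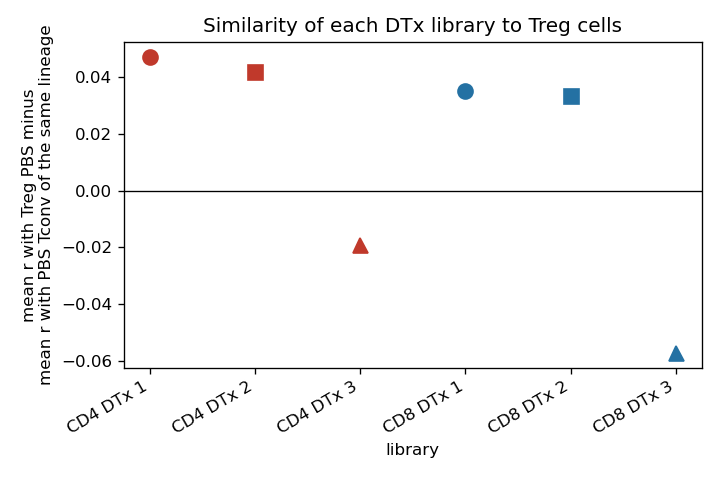
Mean Pearson r with the Treg PBS libraries minus mean r with the PBS Tconv libraries of the same lineage (vertical axis, no unit), for each DTx library (horizontal axis; red CD4, blue CD8). Replicates 1 and 2 lie above 0, between 0.0333 and 0.0471, and replicate 3 lies below 0 in both cell types, at -0.0191 and -0.0572.

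The study names 40 genes in connection with these profiles, and this list was fixed in advance. Of these, 34 were called between Treg PBS and CD4 PBS, 32 between CD4 DTx and CD4 PBS and 26 between CD8 DTx and CD8 PBS. Adjusted over the list alone the counts were 35, 32 and 28. Against Treg PBS 9 were called in CD4 DTx and 16 in CD8 DTx, and 10 and 17 with adjustment over the list. In the interaction test 0 were called, with 7 at an unadjusted p-value under 0.05 and 3 called after adjustment over the list.

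Foxp3, Lrrc32 and Ikzf2 were not called higher after DTx in either cell type, while Runx2 and Ctla4 were called higher in both. The study places all of these in a single cluster of Treg-specific transcripts that Tconv cells lacked at a high relative level. That cluster concerns the level and not the call of a rise. Ikzf2 was at 9498 ± 1800 normalized reads in Treg PBS, 223 ± 94.2 in CD4 PBS and 885 ± 431 in CD4 DTx. Its log2 fold change of 1.93 in CD4 cells was short of the 4-fold threshold (SE 0.43, limma, adjusted p = 0.0114). In 4 of 20 alternative settings it was called there, the log2 fold change ranging from 1.57 to 2.31 over the 20. Runx2 was higher in CD4 DTx, at 1160 ± 378 normalized reads, than in CD4 PBS, at 52.9 ± 66.3 (limma, adjusted p = 9.53e-04), and did not differ from Treg PBS, at 694 ± 55.6 (limma, adjusted p = 0.665). Ctla4 rose from 882 ± 447 to 6155 ± 1089 normalized reads in CD4 cells, a log2 fold change of 2.88 (SE 0.39, limma, adjusted p = 5.40e-04), and was at 38360 ± 3682 in Treg PBS. Ccr8 rose from 591 ± 207 to 3227 ± 442 normalized reads in CD4 cells (limma, adjusted p = 0.00387) and from 335 ± 304 to 1280 ± 154 in CD8 cells (limma, adjusted p = 0.00825), against 13233 ± 401 in Treg PBS. Il2ra, Tigit and Gzmb were called higher after DTx in both cell types, and Ccr7 and Bach2 were called lower in both. Tnfrsf4 had a log2 fold change of 3.73 in CD4 (SE 0.57, limma, adjusted p = 0.00108) and 1.81 in CD8 cells (SE 0.57, limma, adjusted p = 0.0622), a difference that did not pass the interaction test (limma, adjusted p = 1).

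Il10 was at 1081, 783 and 2214 normalized reads in the Treg PBS libraries. In CD4 DTx it was at 0, 191 and 75.1 normalized reads for replicates 1, 2 and 3, against 0 and 1.98 in CD4 PBS. The increase was at least 21.6-fold in the mean but did not pass the test (limma, adjusted p = 0.196). It was called in 2 of 20 alternative settings, DESeq2 on recovered reads and the fit without CD4 DTx replicate 1, which was at 0. Relative to Treg PBS, Il10 in CD4 DTx had a log2 fold change of -5.66 (SE 1.59, limma, adjusted p = 0.0499), a call that was lost in 14 of 23 alternative settings, 5 of them among the 6 fits that left out a replicate. Il4 was at 256, 718 and 442 normalized reads in CD4 DTx, at least 115-fold higher than in CD4 PBS (limma, adjusted p = 5.00e-04), and at most 5.08 in Treg PBS. Gata3 rose from 2288 ± 576 to 10114 ± 4611 normalized reads in CD4 cells, a log2 fold change of 2.05 (SE 0.41, limma, adjusted p = 0.00620), a call that was lost in 2 of the 3 fits that left out a replicate.

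**Figure D3:**
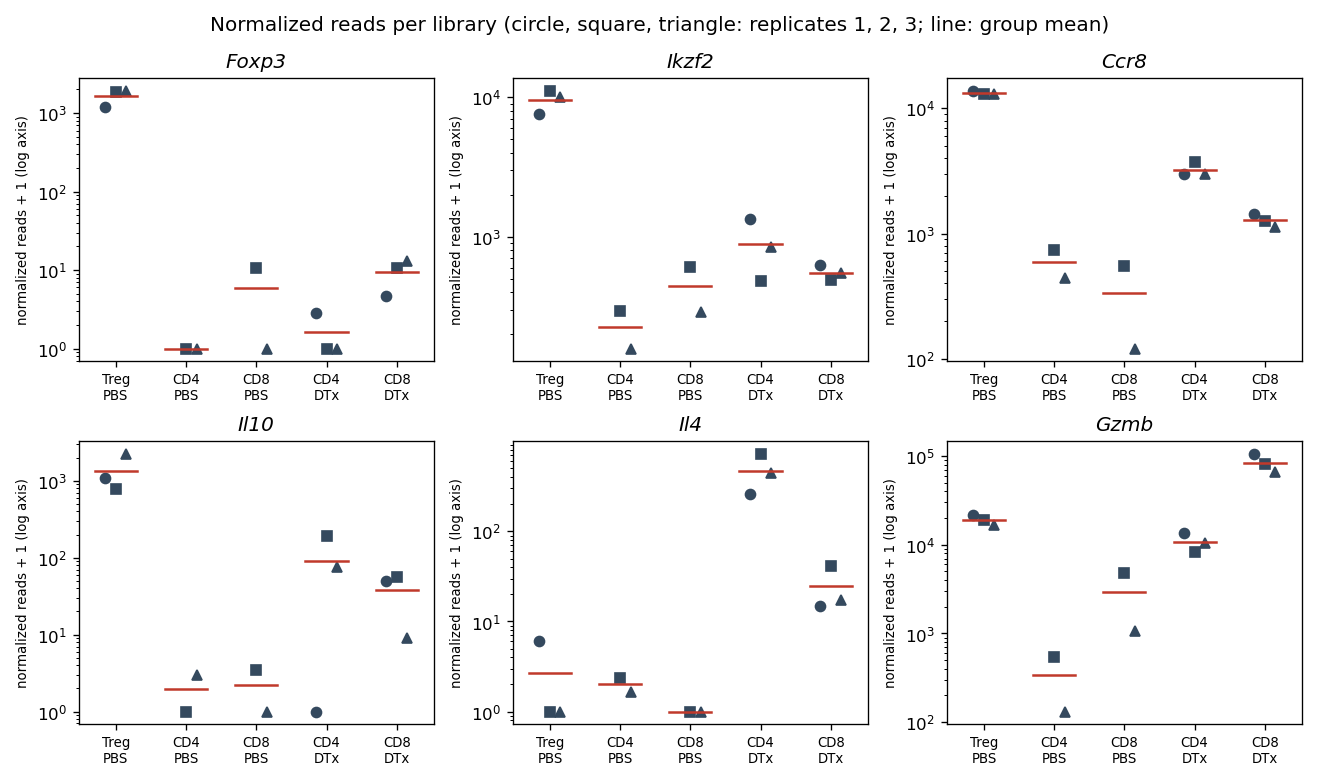
Normalized reads plus 1 (vertical log axis) of Foxp3, Ikzf2, Ccr8, Il10, Il4 and Gzmb in each library of the 5 groups (horizontal axis); circles, squares and triangles are replicates 1, 2 and 3 and red lines group means. Foxp3 is high in Treg PBS alone, Ccr8 and Gzmb lie higher in both DTx groups than in the matching PBS groups, and Il10 in CD4 DTx spans 0 to 191 normalized reads.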

Values the study reported

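The study called genes enriched in tumor-associated Treg cells at |FC| > 4 with q < 0.05 and reported that a large share of them rose in CD4 or CD8 Tconv cells after ablation. Its sequencing used at least 2 biological replicates.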

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

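The subtraction of CD8 cells, GC content and length correction, sex covariate and rescaling to equal sums were chosen after seeing the data. The other settings named here were planned.

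The DTx effect differed between CD4 and CD8 cells for 6 genes in the interaction test. The difference of the log2 fold changes, CD4 minus CD8, was 7.17 for Scin (SE 0.96, limma, adjusted p = 0.0281), 6.99 for Ccl1 (SE 0.92, adjusted p = 0.0281) and 5.22 for Fam20a (SE 0.73, adjusted p = 0.0354). It was -11.58 for Myo10 (SE 1.73, adjusted p = 0.0447), -6.99 for Ly6c1 (SE 0.79, adjusted p = 0.0146) and -3.14 for Prf1 (SE 0.46, adjusted p = 0.0447). Scin, Ccl1 and Fam20a rose in 3 of 3 DTx libraries of CD4 cells over both PBS libraries, which were at 0, and in CD8 cells the PBS libraries were between 14.7 and 226 normalized reads. After DTx, Ccl1 was at 1541 ± 173 normalized reads in CD4 and 1153 ± 158 in CD8 cells, and Fam20a at 998 ± 149 and 770 ± 225, so the difference for Ccl1 and Fam20a lay mostly in the PBS libraries. Scin was at 342 ± 134 normalized reads in CD4 DTx and 69.4 ± 19.5 in CD8 DTx, and so differed in the DTx libraries as well. A pseudocount of 10, which shrinks differences near 0, left 2 of the 6 genes called, Ly6c1 and Prf1. Ly6c1 alone of the 6 was called in each of the 3 fits that left out a CD8 DTx replicate. Myo10, Ly6c1 and Prf1 fell in CD4 cells and rose in CD8 cells.

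Among technical explanations, the choice of limma was tested with edgeR on the recovered reads, which called 3 of the 6 genes (Scin, Fam20a and Ly6c1), while DESeq2 on the same reads called all 6, so the other 3 calls depended on the test. CD8 cells in the CD4 sort were tested by subtracting the CD8 DTx profile from the CD4 DTx libraries in proportion to Cd8a, after which 5 genes were still called. Myo10 was not (limma, adjusted p = 0.0829), although its difference grew to -12.45, so such cells do not account for it. All 6 were called after removal of GC content and length trends and under quantile normalization. Thinning to equal depth left 5 called (not Myo10). Rescaling to equal sums, no filter and sex as a covariate each left 4 called (not Myo10 or Prf1). Ly6c1 was called in all 23 alternative fits, with a difference between -7.31 and -6.28. The others were called in between 9 and 16 of the 23. Reads shared between Ly6c1 and its copies were not tested. Rescaling to FPM proper left 2 of the 6 called, Ly6c1 and Prf1, and a fit of only the groups compared left 1, Ly6c1. Scin, Ccl1 and Fam20a were called under equal sums and quantile normalization and lost with a pseudocount of 10. For these 3 genes the pseudocount and the choice of model thus cannot be excluded. For Myo10 and Prf1 the scaling of the libraries, the choice of model, the filter and sex cannot be excluded. For Myo10 depth and the pseudocount cannot be excluded either. A real difference between CD4 and CD8 cells remains a hypothesis for the 6 genes.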

How the results depend on the processing

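The GC and length correction, the sex covariate, the subtraction of CD8 cells, the rescaling to equal sums, the 4-fold rule without a test and the split baseline combined with another choice were chosen after seeing the data. Over all alternatives, 244 of 294 recomputed values of the gene counts, shares, correlations and profile similarities stayed within the range set for them (1.5 times for a count, the 95% interval for a share, the spread between libraries for the rest). For the profile similarities this spread, 0.0368 for CD4 and 0.0528 for CD8, was larger than the means of 0.0233 and 0.00381. They could thus hardly leave their range. The mean profile similarity of CD8 DTx, near 0, changed sign when some single libraries were left out and still counted as within it.

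Without a fold change threshold the counts rose to 2581 for Treg PBS against CD4 PBS, 1612 for CD4 DTx and 1377 for CD8 DTx against PBS, and 1002 and 1089 for CD4 DTx and CD8 DTx against Treg PBS. Rescaling to FPM proper, which makes the pseudocount and filter stricter, lowered the first of these from 1292 to 816 and the last 2 from 508 and 624 to 332 and 407, with 9428 genes tested. Rescaling to equal sums on the deposited scale gave 1279, 500 and 606, so the loss came with the stricter scale. edgeR called 323 genes for CD4 DTx against Treg PBS, and a fit of CD8 DTx and CD8 PBS alone called 201 in place of 692. For the counts from edgeR and from the fit of CD8 groups alone, the cause was not tested. The interaction count of 6 became 19 with a pseudocount of 0.1, 73 with DESeq2 and 12 with the replicate block and GC and length correction together. In the simulated data DESeq2 made 45 false calls among 176 in this contrast, against 8 among 108 for limma.

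Scalings also moved the balance of higher and lower calls. Rescaling to equal sums shifted the median log2 fold change of all genes by -0.10, -0.14 and -0.20 for Treg PBS, CD4 DTx and CD8 DTx against PBS Tconv, and rescaling to FPM proper by -0.14, -0.11 and -0.17. Under rescaling to FPM proper CD8 DTx against CD8 PBS had 300 higher and 214 lower genes, against 490 and 202. Under quantile normalization Treg PBS against CD4 PBS had 906 higher and 512 lower, against 994 and 298, and CD4 DTx against Treg PBS had 257 of each, against 198 and 310. In edgeR the last contrast had 168 higher and 155 lower. CD8 DTx against Treg PBS, with 271 higher and 353 lower as reported, had 319 and 312 under quantile normalization and 217 and 212 in edgeR. The 3 to 3 split of the interaction became 3 to 1 under equal sums and 6 to 3 under quantile normalization. In DESeq2 80.8% of 73 interaction genes were higher, and in the fit of only the groups compared 83.3% of 6. In edgeR 50% of 4 were higher, and after subtraction of CD8 cells 42.9% of 7. When a replicate was left out the percentage ranged from 0% to 71.4%.

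The share of Treg-high genes raised in CD4 DTx, 45.8% as reported, was 48.9% with a pseudocount of 0.1, 41.5% with 10, 49.6% with a minimum of 50, 50.3% after rescaling to FPM proper, 53.6% in edgeR, 55.6% in DESeq2, 55.3% by the 1/3 rule and 53.1% by a 4-fold rule without a test. The share in CD8 DTx, 34.1%, was 30.1% under equal sums, 39.4% under quantile normalization, 39.7% in DESeq2, 65.8% by the 1/3 rule, 45.2% by the 4-fold rule and 43.7% with a split baseline. The share of Treg-low genes lowered in CD4 DTx, 29.2%, was 22.1% with a pseudocount of 0.1 and also under quantile normalization, 38.0% with a pseudocount of 10 and also after rescaling to FPM proper, 54.0% by the 1/3 rule, 56.1% by the 4-fold rule and 47.1% with a split baseline. For Treg-high genes the 1/3 rule counts the level after DTx, so those counted in CD8 DTx need not have risen. The split baseline has no test, so its values compare with the 4-fold rule, beside which the CD4 share of Treg-high genes was lower (46.3%). The correlation of the CD4 DTx effect with the Treg difference fell from r = 0.71 to r = 0.51 with a split baseline, which removes noise common to both axes, to r = 0.51 with GC and length trends removed as well, and to r = 0.42 without the genes that follow Mki67.

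Each replicate of the groups compared was left out in turn. Where this left a PBS group with 1 library there was no test, so only correlations and profile similarities were recomputed. The ranges were 1039 to 1333 genes for Treg PBS against CD4 PBS, 748 to 837 for CD4 DTx and 472 to 994 for CD8 DTx against PBS, 335 to 461 and 445 to 542 for CD4 DTx and CD8 DTx against Treg PBS, and 1 to 14 for the interaction. The balance of calls moved as well. For CD8 DTx against CD8 PBS between 53.8% and 72.7% of the called genes were higher, against 70.8% as reported. The lowest value came without CD8 DTx replicate 3. For CD4 DTx against Treg PBS between 32.6% and 51.7% were higher, against 39.0% as reported. The highest value came without Treg PBS replicate 3. Shares ranged from 41.1% to 50.6% (Treg-high, CD4), 24.4% to 36.0% (Treg-high, CD8) and 21.6% to 34.4% (Treg-low, CD4). Correlations ranged from 0.65 to 0.76 for CD4 and 0.55 to 0.65 for CD8. The profile similarity ranged from 0.0118 to 0.0447 for CD4, and from -0.0120 to 0.0346 for CD8, where its sign thus depended on the libraries.

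The replicate block gave 756 genes for CD8 DTx against CD8 PBS, where same-numbered libraries are from different animals and deviated together at r = 0.04. The profile similarities have no fitted model and so no block. With the block and the GC and length correction together the counts were 1314, 907, 763, 647 and 698 for the 5 contrasts between groups.

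For the named genes, 1721 of 1852 recomputed fold changes kept their direction and side of the threshold, 107 were no longer called, 14 became called and 10 reversed. The reversals concerned genes low in both groups compared, with means of at most 14.1 normalized reads. The Il4 log2 fold change, Treg PBS against CD4 PBS, went from -0.12 to 0.0590 with a pseudocount of 10, 0.0578 after thinning, 0.0251 after rescaling to FPM proper, 0.90 in edgeR and 1.01 in DESeq2, and ranged from -0.99 to 0.31 when a Treg PBS replicate was left out. Lrrc32 in CD4 DTx against CD4 PBS went from -1.52 to 0.0883 in edgeR and 0.10 in DESeq2. Foxp3 in CD4 DTx against CD4 PBS became 0.00 without CD4 DTx replicate 1, the only library of these groups above 0 (1.87 normalized reads). For the reversals of Il4 and Lrrc32, for the shares above and for the interaction counts the cause was not tested. Among fits that left out a replicate, 5 of 6 lost the calls of Ccl1, Fam20a and Myo10 in the interaction, of Il10 in CD4 DTx and of Gzmb in CD8 DTx against Treg PBS, 4 of 6 lost Prf1 and Scin in the interaction, 2 of 3 lost Gata3 in CD4 DTx and Runx2 in CD8 DTx against PBS, and 1 of 3 lost Ctla4 and Il4 in CD8 DTx against PBS.

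Depth limited genes near the floor. A gene at 0 could have been present below 1.98 to 4.10 normalized reads, so the folds of genes at 0 in PBS libraries are lower bounds.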

Other observations

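The tests of B cell markers, of X and Y genes, of CD8 cells in the CD4 sort and of GC content and length, and the checks with split libraries of cell cycle genes and of GC content and length, were chosen after the patterns they address were seen. What each test would show was written down before its outcome, except for the B cell markers.

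The correlation of the CD4 DTx effect with the Treg difference may owe part of its size to the CD4 PBS libraries that both axes subtract. In simulated data, 12352 genes with no change gave r = 0.603 with shared CD4 PBS libraries, r = 0.0206 with split ones, and r = 0.00401 for the CD8 effect. In the real data the split correlation was r = 0.511, against r = 0.739 when both axes used the same single library. The correlation thus fell but stayed above 0.4, the value set beforehand for rejecting shared noise as the whole explanation. Leaving out the 746 genes that follow Mki67 gave r = 0.639, and removing GC content and length trends r = 0.706, but with shared libraries neither value could have fallen far. Repeated with split libraries, these checks gave r = 0.420 and r = 0.510, against r = 0.511. The value without genes that follow Mki67 was close to the 0.4 set for rejecting cell cycle genes as the whole explanation. Mki67 itself averaged 5018 normalized reads in Treg PBS, 2194 in CD4 DTx and 3643 in CD8 DTx, against 236 in CD4 PBS and 535 in CD8 PBS. Genes that follow it are thus chosen partly by the pattern under test, and the fall cannot be credited to the cell cycle. GC content and length hardly moved the split correlation. The CD8 correlation of r = 0.635 shares no library between its axes. A convergence of Tconv cells after DTx on part of the Treg profile remains a hypothesis, since these libraries also differ in activation, which was not separated from it.

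CD8 cells in the CD4 sort are a candidate source of genes raised in CD4 DTx, because Cd8a there reached 3.24% of its CD8 DTx mean. After subtraction in proportion to Cd8a the share of Treg-high genes raised in CD4 DTx was 45.5%, against 45.8% before, so admixture at this level explains little of it.

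In both cell types the DTx library of replicate 3 lay nearer to PBS Tconv than to Treg profiles, while replicates 1 and 2 lay nearer to Treg profiles. These libraries had the fewest reads of their groups (17911242 and 17475086). After thinning all libraries to equal depth the CD4 difference of replicate 3 was -0.0196 and that of CD8 -0.0574, so depth did not account for the pattern. Replicate 3 was male in every group and replicates 1 and 2 female. Without the 442 genes on X and Y the CD4 value was -0.0181 and the CD8 value -0.0577, but with 1 male library per group an effect of sex on other genes could not be separated from the day or the animal. The pattern cannot be told apart from these.

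Few genes differed between the DTx effects in CD4 and CD8 cells, although 190 and 74 Treg-high genes were called in a single cell type. Low power was weighed with the simulated data, in which the interaction test recovered 50.3% of 199 genes changed by 8-fold in CD4 DTx alone, just above the 50% set beforehand for rejecting low power as the explanation. The test made 100 correct calls at this number of libraries. The 50.3% came from a single simulated data set, so a margin this narrow does not decide against low power. If many genes differed by 8-fold, more than 6 calls would be likely under the simulated conditions. The simulated libraries were drawn independently of one another. The test did not use the joint deviation of same-numbered CD4 DTx and CD8 DTx libraries (r = 0.39). With the replicate block 9 genes were called, and 12 with the GC and length correction as well. Smaller differences were not simulated, and the low count does not show that they are absent.

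For the contrasts with Treg PBS, other splits of the same 6 libraries were tried. For CD4 DTx 1 of the 10 splits, the real one, gave as many as 508 genes, and the highest of the other 9 gave 0. For CD8 DTx 1 of the 10 splits, the real one, gave as many as 624 genes, and the highest of the other 9 gave 1. Of the 10 splits, 4 part all same-numbered pairs, the real one among them, and the others keep at least 1 pair together. With 10 splits a share under 0.05 cannot be reached.

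Ighm was lower after DTx in both cell types, at 16022 ± 61.0 normalized reads in CD4 PBS and 4541 ± 1578 in CD4 DTx (log2 fold change -1.87, SE 0.31, limma, adjusted p = 0.00186, lower in 3 of 3 DTx libraries), and 16653 ± 737 in CD8 PBS and 4325 ± 1430 in CD8 DTx (-2.01, SE 0.31, limma, adjusted p = 0.00222, lower in 3 of 3). It was at 19566 ± 2314 in Treg PBS. B cells among the sorted cells of PBS-treated mice are a candidate source. Of 7 tested B cell markers 4 were lower in CD4 DTx and 5 in CD8 DTx, with a median log2 fold change of -1.01 and -1.09, but none passed the adjusted test in either cell type. In CD4 cells Cd79a fell from 62.6 ± 13.9 to 3.34 ± 2.15 normalized reads, while Cd22 rose from 97.2 ± 11.4 to 303 ± 135 and Cd79b from 57.4 ± 28.9 to 102 ± 37.6. The pattern cannot be told apart from B cells or their RNA in the samples, and no biological explanation was tested.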
